# Developmental disruption to the cortical transcriptome and synaptosome in a model of *SETD1A* loss-of-function

**DOI:** 10.1093/hmg/ddac105

**Published:** 2022-05-09

**Authors:** Nicholas E Clifton, Matthew L Bosworth, Niels Haan, Elliott Rees, Peter A Holmans, Lawrence S Wilkinson, Anthony R Isles, Mark O Collins, Jeremy Hall

## Abstract

Large-scale genomic studies of schizophrenia implicate genes involved in the epigenetic regulation of transcription by histone methylation and genes encoding components of the synapse. However, the interactions between these pathways in conferring risk to psychiatric illness are unknown. Loss-of-function (LoF) mutations in the gene encoding histone methyltransferase, SETD1A, confer substantial risk to schizophrenia. Among several roles, SETD1A is thought to be involved in the development and function of neuronal circuits. Here, we employed a multi-omics approach to study the effects of heterozygous *Setd1a* LoF on gene expression and synaptic composition in mouse cortex across five developmental timepoints from embryonic day 14 to postnatal day 70. Using RNA sequencing, we observed that *Setd1a* LoF resulted in the consistent downregulation of genes enriched for mitochondrial pathways. This effect extended to the synaptosome, in which we found age-specific disruption to both mitochondrial and synaptic proteins. Using large-scale patient genomics data, we observed no enrichment for genetic association with schizophrenia within differentially expressed transcripts or proteins, suggesting they derive from a distinct mechanism of risk from that implicated by genomic studies. This study highlights biological pathways through which *SETD1A* LOF may confer risk to schizophrenia. Further work is required to determine whether the effects observed in this model reflect human pathology.

## Introduction

Schizophrenia is a leading cause of disability in young adults, and many patients remain insufficiently treated by current antipsychotics (1). Our understanding of the molecular mechanisms associated with risk for schizophrenia will be crucial for targeting new therapies. A string of recent genomic studies has unearthed hundreds of genomic loci each contributing small amounts of risk (2–5), improving power for the identification of relevant molecular pathways while complicating the recapitulation of their effects in model organisms. However, through advances in exome sequencing, a small number of single genes were identified containing a genome-wide excess of highly penetrant coding mutations in patients (6,7). This discovery greatly increases the feasibility of studying pathology relevant to schizophrenia in model organisms.

Rare loss-of-function (LoF) variants in the *SETD1A* gene, encoding SET Domain Containing 1A, confer substantial risk to schizophrenia and other neurodevelopmental disorders (6–8). The SETD1A protein catalyzes histone H3 (K4) methylation to mediate the expression of target genes. This lends support to the growing evidence that regulation of histone methylation is a point of convergence for genes conferring risk to neuropsychiatric disorders (9). SETD1A is required from very early in development for epigenetic control of the cell cycle and maintaining genome stability (10–13) but remains expressed in brain tissue throughout prenatal and postnatal life and appears to be required for normal neurite outgrowth, neuronal excitability and cognitive function (14–17). These observations suggest that *SETD1A* LoF may impact synaptic structure and function, and expose a mechanism through which risk to schizophrenia might be conferred.

Just as epigenetic control of gene expression is dynamic across development (18–21), the composition of the synapse varies considerably during brain maturation (22–24) as neurons migrate (25,26), form connections and mature. To explore the biological pathways through which *SETD1A* contributes to risk for schizophrenia, we quantified gene expression and synaptosome composition in the frontal cortex of mice carrying a *Setd1a* LoF allele at multiple prenatal and postnatal stages of development.

## Results

### Frontal cortex differential gene expression in *Setd1a*^+/−^ mice

Heterozygous knockout of *Setd1a* resulted in loss of approximately 50% Setd1a protein in cortical tissue compared with wild-type controls, reported previously (27). 

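RNA was sequenced from the frontal cortex of wild-type mice and of mice heterozygous for a loss-of-function allele of *Setd1a* (*Setd1a*+/-), which the paper describes as male, with 5 mice per genotype at each of 5 ages. The paper's methods give the embryonic ages as E14.5 and E18.5 and the background as mixed C57BL/6NTac and C57BL/6J, whereas the sample labels give E14 and E18 and C57BL/6NTac. The authors captured polyadenylated RNA, aligned the read pairs to the GRCm38 mouse genome with STAR and counted fragments on exons of Ensembl genes with featureCounts, without regard to strand. A fragment over exons of several genes was counted for each of them. The deposited values are these raw counts for 55487 genes in each of the 50 libraries, without normalization. Total counts ranged from 35507165 to 43907318 per library, with a median of 38621490 in wild-type and 38680536 in *Setd1a*+/- libraries. The paper reports 1 sequencing batch. RNA integrity numbers were lower in *Setd1a*+/- than in wild-type libraries at E18, with means of 8.42 ± 1.27 (SD, n = 5) and 9.64 ± 0.54 (SD, n = 5). Gene names and positions were taken from the GENCODE vM21 annotation of GRCm38, in which 55141 of the genes were found. Counts were normalized by edgeR's TMM method, and each protein-coding gene was tested for an effect of genotype with age as a covariate, for an age by genotype interaction, and for an effect of genotype at each age, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 are called differentially expressed. Wild-type replicate 5 at E14 and wild-type replicate 2 at E18 held 60159 and 55644 counts of *Xist* and at most 11 counts of 4 Y-linked genes together, whereas the other 48 libraries held at most 27 counts of *Xist* and at least 4711 of those 4 genes.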

We performed RNA sequencing on 50 high-quality libraries (median RNA integrity = 9.35; Supplementary Material, Fig. S1, Supplementary Material, Table S1) from frontal cortex of *Setd1a*^+/+^ and *Setd1a*^+/−^ mice across five developmental timepoints (E14-P70; Fig. 1A). We analyzed the expression of 16 001 protein-coding genes expressed during at least one timepoint. 

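The files list 21897 genes that the annotation calls protein-coding. Of these, 16330 reached the equivalent of 10 counts at the median library size in at least 5 libraries and were tested. A minimum of 10 CPM (counts scaled to library size) in at least 5 libraries kept 12082 protein-coding genes, and keeping each protein-coding gene with any count kept 20032.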

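*Setd1a* (ENSMUSG00000042308) lies on chromosome 7 of GRCm38 from 127776670 to 127800122 and has 6795 bases of annotated exon. In wild-type libraries, its mean log2(RPKM + 1) was 4.29 ± 0.08 (SD, n = 5) at E14, 3.89 ± 0.08 at E18, 3.54 ± 0.04 at P7, 3.76 ± 0.06 at P35 and 3.77 ± 0.06 at P70. The difference between E14 and P7 was larger than the spread between replicates, and that between P35 and P70 was not. In *Setd1a*+/- libraries, the corresponding means were 4.40 ± 0.09 (SD, n = 5), 4.06 ± 0.10, 3.69 ± 0.05, 3.83 ± 0.03 and 3.75 ± 0.12. The log2 fold change of *Setd1a* in *Setd1a*+/- mice was 0.10 (standard error 0.025, adjusted p = 0.00679, edgeR), and its interaction with age had an unadjusted p of 0.0537. The annotated gene *Gm49388* (ENSMUSG00000108815) overlaps 52.3% of the exonic bases of *Setd1a*, and fragments on the shared bases were counted for both genes. On the part of *Setd1a* outside *Gm49388*, the log2 difference between genotypes was 0.01 (permutation test within age, p = 0.774).

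**Figure D1:**
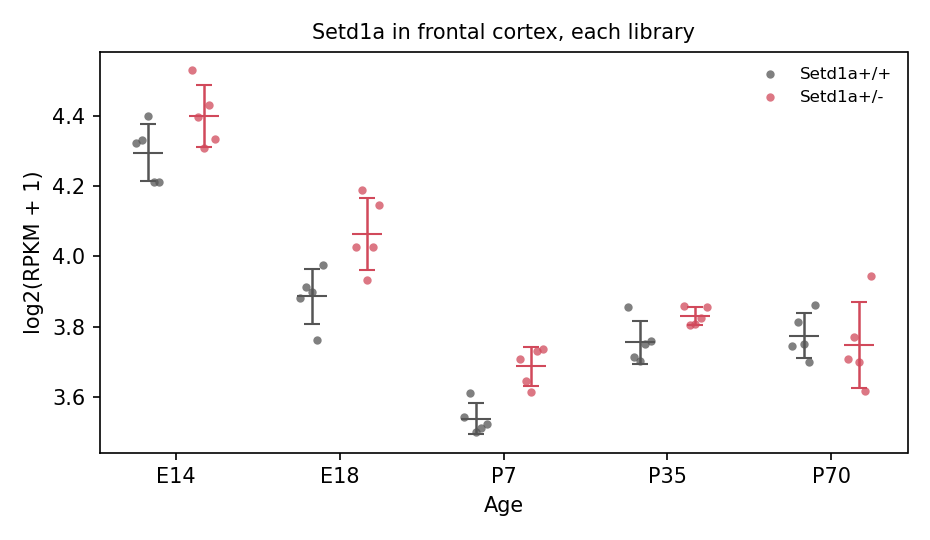
Expression of *Setd1a* in each library, as log2(RPKM + 1), by age and genotype. Points are libraries, horizontal lines are means and error bars are SD (n = 5 per group), and the wild-type means lie between 3.54 and 4.29.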

In wild-type frontal cortex samples, *Setd1a* was expressed at all ages, consistent with human expression at matched developmental timepoints (Fig. 1B).

**Figure 1:**
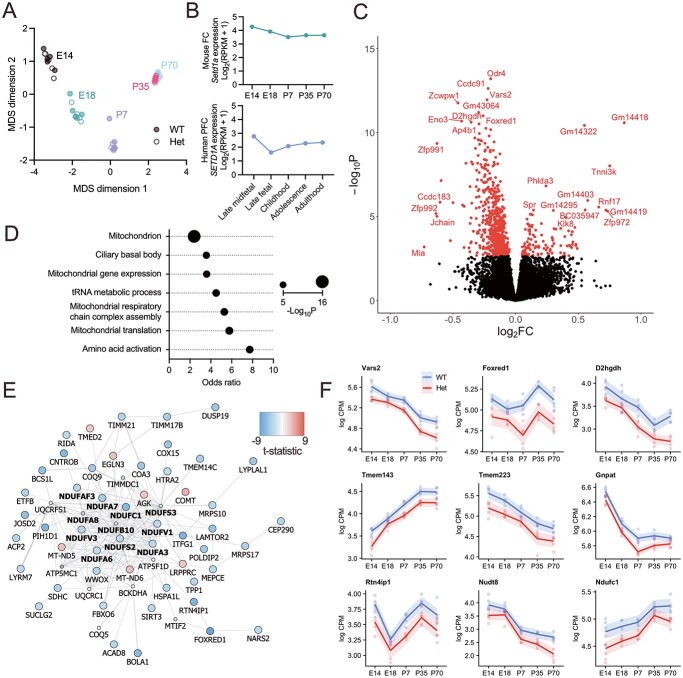
Transcriptomic effects of *Setd1a* LoF determined by RNA sequencing of mouse frontal cortical tissue across prenatal and postnatal development. (**A**) Multidimensional scaling (MDS) plot representing the similarity of sequencing libraries and clustering by timepoint. (**B**) Mean normalized frontal cortical expression of wild-type mouse *Setd1a* (top) or human *SETD1A* (bottom) across matched developmental timepoints. (**C**) Differential gene expression analysis contrasting *Setd1a*^+/−^ with wild-type samples, covarying for effects of age. Significantly differentially expressed genes (DEGs) are shown in red. (**D**) Enrichment of DEGs in genotype contrasts for functionally defined gene sets from the GO database. The size of the dot relates to the significance in Fisher’s exact test. (**E**) Protein–protein interactions among human orthologs of DEGs from genotype contrasts annotated by GO:0005739 *Mitochondrion*. Interaction data was obtained from GeneMANIA. Only proteins with interactions in the core network are displayed. Proteins forming part of the mitochondrial NADH:ubiquinone oxidoreductase respiratory complex I are shown in bold. Node color relates to the *t*-statistic in differential gene expression analysis. Smaller nodes indicate proteins inserted by GeneMANIA to improve the network but were non-significant in differential gene expression analysis. (**F**) Developmental expression of the top 9 DEGs in genotype contrasts, for wild-type and *Setd1a*^+/−^ samples. Shown is log counts per million (logCPM) ± standard error from embryonic day 14 (E14) to postnatal day 70 (P70). wild-type (WT); heterozygous (Het); frontal cortex (FC); prefrontal cortex (PFC); reads per kilobase of transcript per million mapped reads (RPKM); fold change (FC); counts per million (CPM).

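In a principal component analysis of the log2 CPM of the tested genes, component 1 held 72.8% of the variance and component 2 held 11.4%. The mean distance between a pair of libraries, as the root mean square log2 difference, was 0.447 for libraries of the same age and genotype, 0.449 for libraries of the same age and the other genotype, and 1.23 for libraries of other ages. Wild-type replicate 2 at P7 stood apart from the other libraries of its age. The SD of its log2 deviations from its group mean was 0.55, against 0.22 to 0.27 in the other 9 libraries at P7.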

We used interaction analyses to identify any genes for which the effect of genotype differed by age. 

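At E14, 21 genes were differentially expressed by genotype, 17 lower and 4 higher in *Setd1a*+/- cortex, and 1895 had an unadjusted p under 0.05. At E18, 18 genes were called, 11 lower and 7 higher, with 1857 at an unadjusted p under 0.05. With RNA integrity, which overlaps with genotype at E18, as a covariate, 1 gene was called there. Leaving out single libraries gave 7 to 150 genes at E18. The count was largest at P7, with 120 genes called, 118 lower and 2 higher, and 1447 at an unadjusted p under 0.05. It fell to 7 when wild-type replicate 2, the library that stood apart at P7, was left out. At P35, 0 genes were called and 550 had an unadjusted p under 0.05. At P70, 38 genes were called, 36 lower and 2 higher, with 1070 at an unadjusted p under 0.05. The genes with the smallest p were *Zcwpw1* at E14 (log2 fold change −0.66, standard error 0.11, adjusted p = 0.00474, edgeR), *Gpi1* at E18 (0.38, standard error 0.055, adjusted p = 0.000268), *Odr4* at P7 (−0.29, standard error 0.041, adjusted p = 0.000132), *Vars2* at P35 (−0.27, standard error 0.051, adjusted p = 0.0529) and *Nudt18* at P70 (−0.47, standard error 0.073, adjusted p = 0.00130). *Gpi1* and *Nudt18* were picked out after their values were seen. At E14, DESeq2 in place of edgeR moved the count to 114 genes, and leaving out wild-type replicate 5 moved it most, to 740. With a covariate shared by the 2 libraries with *Xist* counts, which removes only what they have in common, it was 16.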

We observed no significant interaction terms after correction for FDR (Supplementary Material, Table S2) despite an overall negative correlation between the differential expression at E14 and E18, as indexed by the log fold change (Supplementary Material, Fig. S2). However, in genotype contrasts, controlling for age, we observed 734 genes differentially expressed (FDR < 0.05) between wild-type and *Setd1a*^+/−^ tissue (Fig. 1C; Supplementary Material, Table S3). 

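The 4 interaction terms were tested together for each gene, and 0 of the 16330 genes had an adjusted p under 0.05 while 1098 had an unadjusted p under 0.05. *Col11a2* (ENSMUSG00000024330, chromosome 17 from 34039437 to 34066685), picked out after its values were seen, had the smallest p, 5.26e-06 (adjusted p = 0.0859, edgeR), with a log2 fold change of 0.29 (standard error 0.13) at E18 and of −0.20 (0.13), −0.59 (0.13), −0.62 (0.13) and −0.71 (0.13) at E14, P7, P35 and P70. DESeq2's test moved the number of interactions most, to 21. On simulated data, genes with an average log2 CPM over 1 were changed at E18 alone. The interaction test recovered 90% of those with a log2 fold change of 1 and 24% of those with 0.3, so smaller interactions are not excluded. Between E14 and E18, Pearson's r of the log2 fold changes across the 16330 genes was −0.17 and Spearman's rho was −0.16. Genes are not independent replicates, and the standard error of r from leaving out each library in turn was 0.22, so r was not distinguishable from 0. It moved most with a minimum of 10 CPM in at least 5 libraries, to −0.40.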

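With age as a covariate, 723 of the 16330 tested genes were differentially expressed by genotype and 2360 had an unadjusted p under 0.05. The lowest p belonged to *Odr4* (ENSMUSG00000006010, chromosome 1 from 150361305 to 150393080), with a log2 fold change of −0.20 (standard error 0.019, adjusted p = 8.73e-10, edgeR). Its mean at P7 was 33.8 ± 1.03 CPM (SD, n = 5) in wild-type and 27.6 ± 1.21 CPM (SD, n = 5) in *Setd1a*+/- cortex. *Ccdc91* (chromosome 6), *Vars2* (chromosome 17), *Zcwpw1* (chromosome 5) and *Gm43064* (chromosome 3) followed among the genes lower at all 5 ages, with log2 fold changes of −0.22, −0.23, −0.47 and −0.30 (standard errors 0.022, 0.023, 0.051 and 0.033) and adjusted p between 1.89e-09 and 1.78e-08. Of the exonic bases of *Gm43064*, 94.3% overlap another annotated gene. Among genes higher at all 5 ages, *Gm14418* (ENSMUSG00000078867, chromosome 2 from 177387124 to 177398320) had the lowest p, with a log2 fold change of 0.90 (standard error 0.10, adjusted p = 3.40e-08). *Gm14322*, *Phlda3*, *Gm14419* and *Rnf17* followed, with log2 fold changes of 0.55, 0.24, 0.89 and 0.72 (standard errors 0.066, 0.040, 0.16 and 0.13) and adjusted p between 9.02e-08 and 0.000211. *Gm14418*, *Gm14322* and *Gm14419* belong to a zinc finger gene cluster in which 10 of 17 tested genes were called higher. Of the 26 genes labelled in Fig. 1C, 26 were called. An adjusted p under 0.01 moved the number of called genes most, to 406.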

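Of the called genes, 84.6% were lower in *Setd1a*+/- cortex, 612 against 111 that were higher, whereas 49.1% of all tested genes had a log2 fold change under 0. The median log2 fold change was −0.15 among the lower genes, with quartiles of −0.21 and −0.11, and 0.16 among the higher genes, with quartiles of 0.10 and 0.32. Across all called genes, 3 had an absolute log2 fold change over 1. The log2 fold change had the same sign at all 5 ages for 544 of the lower genes (88.9%) and 93 of the higher genes (83.8%). At 1 or more single ages, 85 of the lower and 9 of the higher genes were also called. DESeq2 gave the smallest share of lower genes among the alternatives to the edgeR test, 75.5%.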

The mutation led to considerably more downregulated genes (*N* = 616) than upregulated genes (*N* = 118).

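Gene Ontology annotation was not analysed here. Instead, families of mitochondrial proteins were defined by the symbols of their genes before the data were examined, and each was compared with all other tested genes by a two-sided Fisher's exact test, in 16 tests with Benjamini-Hochberg adjustment. The families were the subunits of respiratory complex I, its assembly factors, the subunits of complexes II to V, the mitochondrial ribosome, the mitochondrial aminoacyl-tRNA synthetases and the mitochondrial import machinery, with the cytosolic ribosome for comparison. Together, the mitochondrial families held 220 tested genes. The families were chosen with knowledge of the genes the paper names, some of which, such as *Vars2* and *Foxred1*, are members.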

Differentially expressed genes (DEGs) were enriched for seven Gene Ontology (GO) pathways predominantly relating to mitochondrial function (Fig. 1D, Supplementary Material, Table S4A). One hundred and forty-four differentially expressed genes intersecting with the GO:0005739 *Mitochondrion* term are listed in Supplementary Material, Table S4B. 

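Of the 220 mitochondrial genes in the families defined by symbol, 28 were called and all 28 were lower in *Setd1a*+/- cortex. The mitochondrial aminoacyl-tRNA synthetases held 8 called genes of 17, with log2 fold changes from −0.23 (*Vars2*) to −0.07. The subunits and assembly factors of complex I held 7 of 37 and 4 of 18. Fewer were called among the mitochondrial ribosomal proteins (5 of 77), the subunits of complexes II to V (2 of 47) and the import machinery (2 of 24).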

Mitochondrial pathways were only enriched among downregulated genes (Supplementary Material, Table S5). 

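Among the 612 lower genes, 28 were mitochondrial against 8.24 expected from the tested genes, an odds ratio of 3.88 (95% confidence interval 2.49 to 5.84, Fisher's exact test, p = 1.55e-08, adjusted p = 2.48e-07). Of the 220 mitochondrial genes, 69.5% had a log2 fold change under 0, with a median of −0.02. The odds ratio for the mitochondrial aminoacyl-tRNA synthetases was 23.1 (7.73 to 67.7, Fisher's exact test, p = 6.70e-08, adjusted p = 5.36e-07). By the same exact test, for the mitochondrial ribosome it was 1.79 (0.562 to 4.40, p = 0.214, adjusted p = 0.518), for complexes II to V 1.14 (0.134 to 4.39, p = 0.696, adjusted p = 1) and for import 2.34 (0.266 to 9.55, p = 0.227, adjusted p = 0.518). The cytosolic ribosome held 0 lower genes of 82 (Fisher's exact test, p = 0.0772, adjusted p = 0.247). Of these 82 genes, 9.76% had a log2 fold change under 0, with a median of 0.03, so this comparison set leaned the other way. Leaving out wild-type replicate 3 at E14 moved the odds ratio of the mitochondrial genes most, to 5.26, and calling genes at an adjusted p under 0.01 moved it to 3.04. As many genes, those of smallest p, were also taken from each of 50 divisions of the mice that separate all same-numbered pairs. As small a p for the mitochondrial genes came from 3 of the 50, the real one included, a share above 0.05. By this test the excess cannot be told apart from a chance division. With 50 divisions such a share is resolved only coarsely, and the other divisions called 0 genes by themselves.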

No GO pathways were significantly enriched in upregulated genes following Bonferroni correction (Supplementary Table S6). 

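Among the 111 genes that were higher in *Setd1a*+/- cortex, 0 of the 220 mitochondrial genes were found (odds ratio 0, Fisher's exact test, p = 0.409, adjusted p = 0.763). The 95% confidence interval of the odds ratio ran from 0 to 2.48, so neither a depletion nor a moderate enrichment was detectable with so few higher genes. The cytosolic ribosome held 1 higher gene of 82 (Fisher's exact test, p = 0.429, adjusted p = 0.763).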

Using protein–protein interactions data, we identified a core network of proteins encoded by the DEGs, consisting of a central group from the mitochondrial NADH:ubiquinone oxidoreductase respiratory complex I and surrounding assembly factors (Fig. 1E). 

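The protein interaction data were not analysed here, but the transcripts of the network were. Of the larger nodes of Fig. 1E, the 44 shown as lower and the 7 shown as higher were called in those directions. Among the 37 tested subunits of complex I, the odds ratio for lower genes was 6.05 (95% confidence interval 2.23 to 14.1, Fisher's exact test, p = 0.000388, adjusted p = 0.00207). When as many genes were taken from each of 50 divisions of the mice, 2, the real one included, gave as small a p in either direction. So did 2 of 20 divisions that do not separate all same-numbered pairs, but only among higher genes (Fisher's exact test, p = 5.03e-05 and 3.75e-07). For the 18 assembly factors, the odds ratio for lower genes was 7.38 (1.76 to 23.6, Fisher's exact test, p = 0.00393, adjusted p = 0.0157). The called subunits had log2 fold changes from −0.26 (*Ndufc1*) to −0.05 (*Ndufv1*). *Ndufc1* (ENSMUSG00000037152, chromosome 3 from 51404677 to 51408988) changed most (log2 fold change −0.26, standard error 0.037, adjusted p = 3.18e-06, edgeR). *Ndufv1* and *Ndufa6* had adjusted p of 0.0244 and 0.0415, which rose to 0.0541 and 0.0518 with DESeq2's size factors. The 4 called assembly factors, *Foxred1* and *Ndufaf3* among them, had log2 fold changes from −0.26 to −0.11.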

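The share of counts on the 37 genes encoded by the mitochondrial genome was taken for each library. In wild-type libraries it rose from 0.961% ± 0.032 (SD, n = 5) at E14 to 1.19% ± 0.037 at E18, 1.83% ± 0.063 at P7, 3.11% ± 0.12 at P35 and 3.40% ± 0.32 at P70. In *Setd1a*+/- libraries it was 1.02% ± 0.043 (SD, n = 5), 1.23% ± 0.083, 1.88% ± 0.072, 3.16% ± 0.13 and 3.49% ± 0.19 at the same ages. The mean difference within ages was 0.0569 percentage points (two-sided permutation test within age, p = 0.132). *Setd1a*+/- means were higher at all 5 ages. In points, the wide spread at P70 weighs most in this test (wild-type SD 0.32, against 0.032 at E14). The genotype difference across ages was not tested on log2 shares, so a small relative rise is not excluded. At single ages, the two-sided exact permutation p was 0.0476 at E14, 0.333 at E18, 0.286 at P7, 0.524 at P35 and 0.627 at P70, with a smallest adjusted p over the 5 ages of 0.238. The difference did not change detectably with age (permutation test on log2 shares, p = 0.921). Leaving out wild-type replicate 4 at P70 moved the difference most, to 0.0810 points (permutation p = 0.0155), and counting only mitochondrial protein-coding genes moved it to 0.0473 points (permutation p = 0.210). Of 13 mitochondrially encoded genes tested one by one, 8 had a log2 fold change over 0 and 2 were called, *mt-Nd5* (0.10, standard error 0.027, adjusted p = 0.0217, edgeR) and *mt-Nd6* (0.11, standard error 0.029, adjusted p = 0.0154). The 7 genes with a mean of 715 CPM or more were all over 0, from 0.02 (*mt-Cytb*) to 0.11 (*mt-Nd6*). Each gene under 0 had a mean under 16 CPM.

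**Figure D2:**
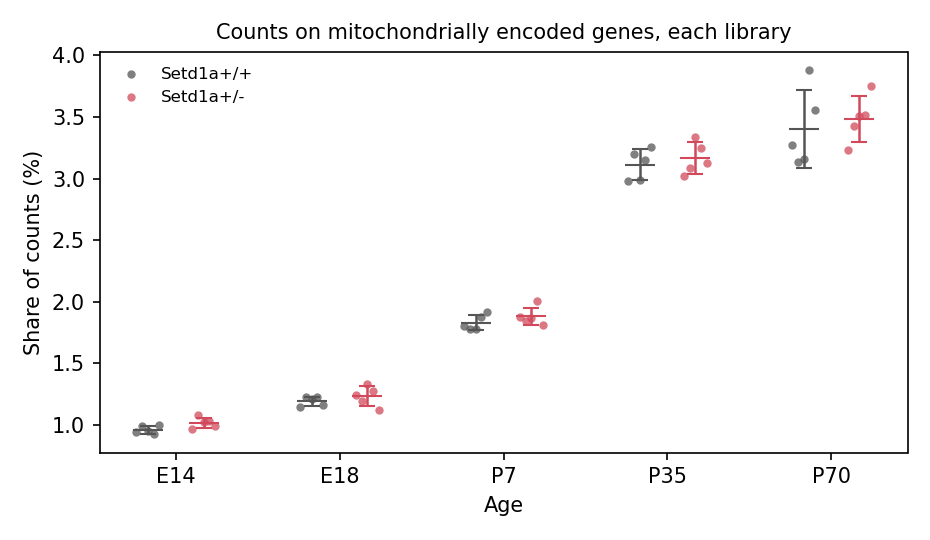
Share of counts on mitochondrially encoded genes in each library, in percent, by age and genotype. Points are libraries, horizontal lines are means and error bars are SD (n = 5 per group), and the wild-type means run from 0.961% at E14 to 3.40% at P70.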

The rate of sequencing reads mapping to the mitochondrial genome did not differ by genotype (Supplementary Material, Fig. S3). In keeping with the lack of genotype-by-age interaction, the most significant mitochondrial DEGs were consistently downregulated across all the developmental timepoints examined (Fig. 1F).

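The 9 genes of Fig. 1F were lower in *Setd1a*+/- cortex at all 5 ages and were each called with age as a covariate. Their log2 fold changes were −0.23 for *Vars2* (chromosome 17 from 35655634 to 35667592), −0.26 for *Foxred1* (chromosome 9 from 35204206 to 35211055), −0.36 for *D2hgdh*, −0.24 for *Tmem143*, −0.32 for *Tmem223*, −0.13 for *Gnpat*, −0.25 for *Rtn4ip1*, −0.39 for *Nudt8* and −0.26 for *Ndufc1*, with standard errors from 0.017 to 0.057. Their adjusted p ran from 3.14e-09 to 3.60e-06 (edgeR). Other annotated genes overlap 88.5% of the exonic bases of *Nudt8*. The mean of *Vars2* was 49.1 ± 3.61 CPM (SD, n = 5) in wild-type and 41.3 ± 1.09 CPM in *Setd1a*+/- cortex at E14, and 30.3 ± 1.44 and 24.5 ± 2.50 CPM at P70. At single ages, the log2 fold changes were smallest for *Gnpat* at P70 (−0.08, standard error 0.038) and largest for *Nudt8* at P70 (−0.62, standard error 0.13). The paper sets this shared direction beside the absence of an interaction and states that these genes were lower throughout development.

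**Figure D3:**
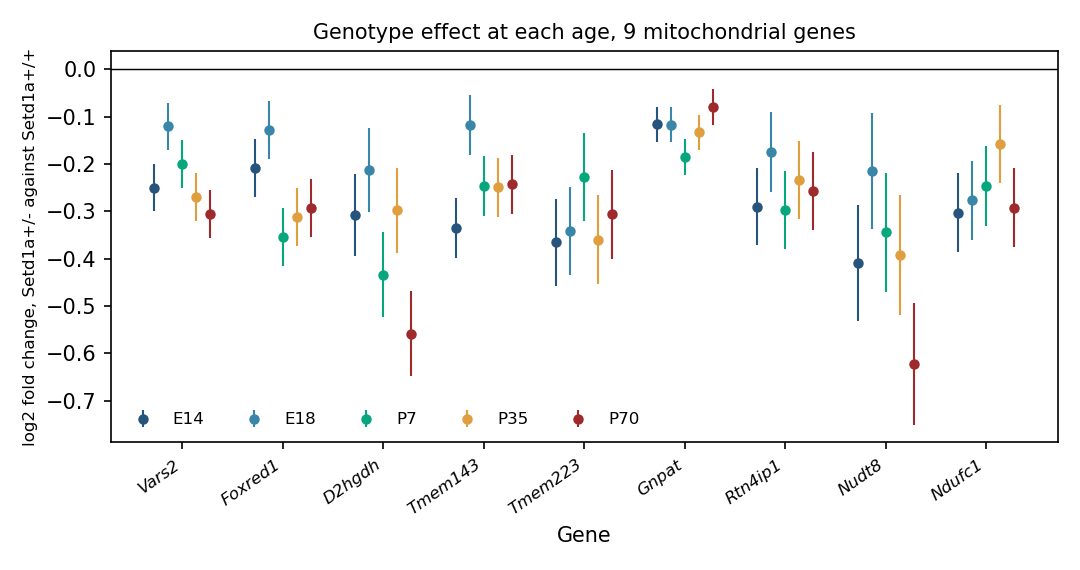
Log2 fold change in *Setd1a*+/- against wild-type cortex of the 9 genes at each age, from edgeR. Points are estimates and error bars are standard errors (n = 5 mice per genotype and age), and each of the points lies below 0, from −0.62 to −0.08.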

We investigated the consistency of our results with previous studies of *Setd1a* haploinsufficiency. Six hundred and seventeen downregulated genes observed in a human neuroblastoma cell line following knockdown of *SETD1A* were also significantly enriched for GO:0005739 *Mitochondrion* genes (28). Of these, 454 genes had unique murine brain-expressed homologs, in which we observed an overlap of 68 genes with our downregulated gene set (Fisher’s exact Test: odds ratio = 4.76; *P* = 9.6 × 10^−22^). Conversely, 342 DEGs observed following *Setd1a* heterozygous knockout in 6-week-old mouse prefrontal cortex (14) showed proportionally less overlap (21 genes) with our DEGs, and did not exceed the chance level of overlap in Fisher’s exact Test (odds ratio = 1.44; *P* = 0.11). The same study also employed chromatin immunoprecipitation and sequencing (ChIP-seq) to identify direct targets of Setd1a on promoter or enhancer regions predicted to mediate gene expression (14). Using these data, we mapped Setd1a target peaks to promoter regions in 4970 genes and enhancer regions in 3738 genes. Notably, the GO term most significantly overrepresented among our DEGs following heterozygous *Setd1a* knockout—GO:0005739 *Mitochondrion*—was also strongly enriched among genes harboring promoter regions targeted by Setd1a (odds ratio = 1.42; *P*.bonferroni = 6.1 × 10^−4^). Furthermore, based on these data, 236 of our downregulated genes are targeted by Setd1a at promotor regions (Fisher’s exact Test: odds ratio = 1.30; *P* = 0.0015). This lends strength to the possibility that *Setd1a* LoF caused dysregulation of mitochondrial pathways through direct effects on gene regulation. Genes containing enhancer regions targeted by Setd1a were not enriched for *Mitochondrion* genes (odds ratio = 0.60; *P*.bonferroni = 1.0).

### Dysregulation of synaptosomal transcripts in *Setd1a*^+/−^ mice

To examine the effect of the *Setd1a* LoF allele on the regulation of synaptic components, we quantified changes in gene and protein expression relating to the synaptosomal fraction of frontal cortical tissue across the same timepoints (Fig. 2A). Using mass spectrometry-based label-free quantitation (LFQ) of isolated synaptosomes, we observed 3653 protein groups present in samples from at least one timepoint, after filtering. Within-sample comparisons of RNA and protein expression revealed good overall correlation (Supplementary Material, Fig. S4). Of the 734 DEGs from previous transcriptomic analysis of genotype effects, 127 (106 downregulated, 21 upregulated) encode proteins observed at the synaptosome (Supplementary Material, Table S7). More than half (58) of the downregulated synaptosomal genes were members of GO:0005739 *Mitochondrion*, indicating a strongly significant overrepresentation (odds ratio = 4.99; *P*.bonferroni = 2.9 × 10^−11^; Supplementary Material, Table S7). No other GO terms were significantly enriched among the downregulated synaptosomal genes. Again, no GO terms were enriched in the upregulated fraction (Supplementary Material, Table S8).

**Figure 2:**
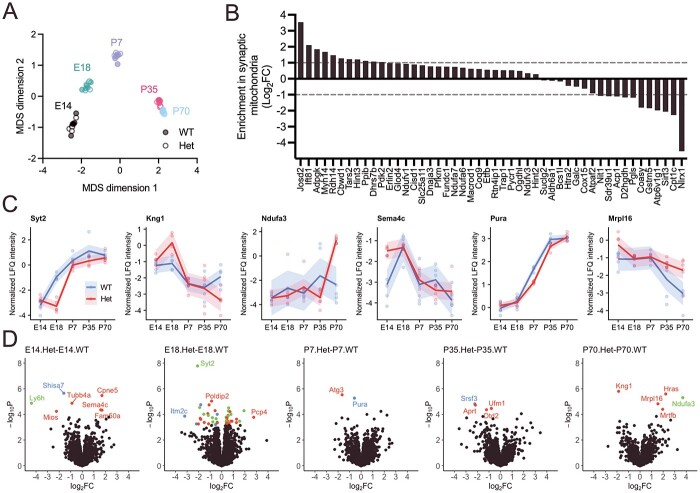
Alterations to the synaptosome caused by *Setd1a* LoF determined by mass spectrometry-based LFQ of isolated mouse synaptosomes across prenatal and postnatal development. (**A**) MDS plot indicating the clustering of synaptosome samples based on normalized LFQ intensity of each protein. (**B**) Relative abundance in synaptic versus non-synaptic mitochondria of proteins encoded by differentially expressed genes in genotype contrast. Mitochondrial proteomics data obtained from a previous study (29). (**C**) Wild-type and *Setd1a*^+/−^ synaptosomal protein abundance across development of differentially expressed proteins in primary genotype contrasts. Displayed is the normalized LFQ intensity ± standard error from embryonic day 14 (E14) to postnatal day 70 (P70). (**D**) Differential protein expression analyses contrasting *Setd1a*^+/−^ with wild-type synaptosomes at each timepoint independently. Colors indicate significantly differentially expressed proteins enriched in the PSD (blue), depleted in the PSD (green), or of similar abundance in the PSD compared with the total synaptosome/no data (red), based on published data (30).

To predict whether *Setd1a* LoF preferentially impacted on mitochondria situated at the synapse, we compared our DEGs to published proteomic data (29) describing the relative abundance of proteins in synaptic versus non-synaptic mitochondrial proteomes. Forty-eight downregulated genes observed in genotype contrasts here encode proteins quantified from mitochondrial proteomes. Of these, 11 were enriched (log fold change > 1) in synaptic mitochondria and 11 were enriched in non-synaptic mitochondria (Fig. 2B). The ratio between these is no greater than the overall proportion of proteins enriched in synaptic mitochondria (odds ratio = 0.60; *P* = 0.92), suggesting the effects of *Setd1a* LoF on mitochondrial components were not specific to synapses but distributed between synaptic and non-synaptic compartments.

### Disruption to the synaptosomal proteome in *Setd1a*^+/−^ mice

We tested the effect of the *Setd1a*^+/−^ genotype on the synaptosomal proteome. To identify synaptosomal proteins for which the change in abundance over time was affected by *Setd1a* LoF, we contrasted the difference in protein expression between all pairs of consecutive timepoints in mutant and wild-type samples. The change in developmental expression of two proteins, Kng1 and Ndufa3, differed by genotype (Supplementary Material, Table S9). By examining each contrast, we observed that synaptosomal Kng1 intensity was significantly affected by genotype between E14 and E18 (*t* = 2.09, *P* = 0.042), E18 to P7 (*t* = −2.12, *P* = 0.040) and P35 to P70 (*t* = −4.92, *P* = 1.3 }{}$\times$ 10^−5^). Ndufa3 was affected by genotype between P7 and P35 (*t* = −2.48, *P* = 0.017) and from P35 to P70 (*t* = 5.75, *P* = 8.3 }{}$\times$ 10^−7^). Analyzing across all timepoints, six proteins were significantly altered by genotype (Supplementary Material, Table S10): Synaptotagmin-2 (Syt2), Kininogen-1 (Kng1), NADH dehydrogenase (ubiquinone) 1 alpha subcomplex subunit 3 (Ndufa3), Semaphorin-4C (Sema4c), Transcriptional activator protein Pur-alpha (Pura) and mitochondrial ribosomal protein L16 (Mrpl16) (Fig. 2C). 

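*Ndufa3* (ENSMUSG00000035674) lies on chromosome 7 of GRCm38 from 3617373 to 3620327. Its transcripts had a log2 fold change of −0.11 in *Setd1a*+/- cortex (standard error 0.029, adjusted p = 0.0192, edgeR), with age as a covariate. The log2 fold change was under 0 at all 5 ages, and the adjusted p at single ages ran from 0.468 to 1. Mean expression was 30.9 ± 3.61 CPM (SD, n = 5) in wild-type and 28.3 ± 4.38 CPM (SD, n = 5) in *Setd1a*+/- cortex at E14, and 51.5 ± 3.49 and 46.8 ± 2.47 CPM at P70. Transcripts of *Syt2*, *Sema4c*, *Pura* and *Mrpl16* were tested and not called, with adjusted p from 0.275 to 0.960, and *Kng1* was too low to be tested.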

Notably, transcripts encoding Ndufa3 were also differentially expressed in transcriptomic analysis of genotype effects described before (Supplementary Material, Table S2). The functions of these proteins are summarized in Table 1.

**Table 1:** Differentially expressed proteins in cortical synaptosomes of *Setd1a*^+/−^ mice compared with wild-type, controlling for age. Synaptic compartment localization was determined from a previous study (30)

Protein	Function	Synaptic compartment
Syt2	Mediates calcium-dependent synaptic vesicle exocytosis and neurotransmitter release	PSD-depleted
Kng1	Precursor to the proinflammatory peptides of the kallikrein-kinin system	No data
Ndufa3	Subunit of the mitochondrial respiratory chain complex I	PSD-depleted
Sema4c	Receptor for Plexin-B2, important for regulation of axon guidance, dendritic morphology and synapse formation	No data
Transcriptional activator protein Pura	DNA- and RNA-binding protein involved in transcriptional control and cytoplasmic RNA localization	PSD-enriched
Mrpl16	Nuclear-encoded subunit of mitochondrial ribosomes, required for protein synthesis within mitochondria	No data

To examine the effect of *Setd1a* LoF at different developmental stages more closely, we performed genotype contrasts at each age independently, yielding a set of differentially expressed synaptosomal proteins for each timepoint (Fig. 2D; Supplementary Material, Tables S11–S15). As a whole, differential protein expression, as indexed by the log fold change, was poorly correlated between different stages of development (Supplementary Material, Fig. S2), and with differential gene expression compared at each stage (Supplementary Material, Fig. S5). Significantly upregulated or downregulated proteins were further annotated by predictions of their relative abundance in the postsynaptic density (PSD) compared with the total synaptosome based on previously published data (30). At all timepoints, differentially expressed PSD-enriched proteins were downregulated in *Setd1a*^+/−^ samples compared with wild-type. Presynaptic protein, Syt2, was strongly decreased at E18, such that the developmental upregulation observed in wild-types was delayed in mutant cortex (Fig. 2C). To obtain more biological insight into the types of proteins affected, we performed pathway analysis of those differentially expressed at any timepoint (N = 63), using a background of all synaptosomal proteins. We observed no significantly enriched pathways after multiple testing corrections (Supplementary Material, Table S16). It is notable, however, that genes belonging to the top term by significance in DEG pathway analyses (GO:0005739 *Mitochondrion*) represented the highest proportion of differentially expressed proteins (19 proteins), with a nominally significant enrichment (odds ratio: 1.70; *P*.unadjusted = 0.043). Seventeen of these *Mitochondrion* proteins were differentially expressed at E18 (Supplementary Material, Table S12), 12 of which were downregulated.

### Genetic association with schizophrenia of transcripts and proteins disrupted by *Setd1a* LoF

We hypothesized that molecular pathways disrupted by *Setd1a* LoF also contribute risk for schizophrenia through enrichment for genetic association with the disorder. We tested this using case–control data from genome-wide association study (GWAS) (PGC3) and exome sequencing studies. Through gene set association analyses of DEGs and affected proteins across brain development, including subsets defined by membership of the synaptosome or GO:0005739 *Mitochondrion*, we observed no significant enrichment for genetic association with schizophrenia in any gene set, through common or *de novo* rare variants (Table 2).

**Table 2:** Genetic association with schizophrenia of transcripts and proteins disrupted by *Setd1a* LoF. Differentially expressed genes or proteins observed from the specified contrasts were tested for enrichment for genetic association with schizophrenia through common or rare variation. *P*-values follow conditioning on all expressed genes (RNA analyses) or all synaptosomal genes (protein analyses) and are uncorrected for multiple testing, unless specified. PSD enrichment or depletion was predicted based on published data (30). Differentially expressed gene (DEG); Bonferroni-adjusted *P*-value (*P.*adj)

Differential expression contrast	*N* genes/proteins	Schizophrenia common variant association	Schizophrenia *de novo* rare non-synonymous variant association
RNA: genotype effect (all timepoints)			
All DEGs	734	*β* = −0.071 *P* = 0.95	Rate ratio = 1.03 *P* = 0.39
Downregulated	616	*β* = −0.091 *P* = 0.97	Rate ratio = 0.96 *P* = 0.80
Upregulated	118	*β* = 0.052 *P* = 0.32	Rate ratio = 1.31 *P* = 0.11
Synaptosomal	127	*β* = −0.063 *P* = 0.73	Rate ratio = 0.52 *P* = 0.97
Non-synaptosomal	607	*β* = −0.028 *P* = 0.72	Rate ratio = 1.15 *P* = 0.12
DEGs belonging to GO:0005739 *Mitochondrion*	101	*β* = −0.15 *P* = 0.91	Rate ratio = 1.08 *P* = 0.75
Protein: genotype effects (any timepoint)			
All unique proteins	67	*β* = 0.049 *P* = 0.37	Rate ratio = 1.49 *P* = 0.11
Downregulated	35	*β* = 0.098 *P* = 0.30	Rate ratio = 0.88 *P* = 0.67
Upregulated	33	*β* = −0.025 *P* = 0.55	Rate ratio = 2.45 *P* = 0.019 (*P*.adj = 0.21)
PSD-enriched	8	*β* = −0.39 *P* = 0.88	Rate ratio = 2.71 *P* = 0.17
PSD-depleted	22	*β* = 0.23 *P* = 0.15	Rate ratio = 1.18 *P* = 0.44

Owing to the small number of significantly differentially expressed proteins, we performed an additional test of genetic association with schizophrenia in gene sets ranked by the probability of differential protein expression in the synaptosome, determined from the main effect of genotype. Gene sets ranked highest for differential protein expression were not enriched for association with schizophrenia through common variation or *de novo* rare variation (Supplementary Material, Fig. S6), suggesting that *Setd1a* LoF does not preferentially disrupt synaptosomal proteins that contribute additional genetic risk to schizophrenia.

## Discussion

Understanding the biological effects of highly penetrant genetic mutations conferring risk to schizophrenia is crucial for unraveling pathology and improving treatments. We modeled a heterozygous *Setd1a* LoF allele in mice and profiled RNA and protein from frontal cortical tissue across multiple pre- and postnatal developmental timepoints. The mutation caused downregulation of transcripts predominantly enriched for mitochondrial function, irrespective of age. Using mass spectrometry-based protein quantitation, we further examined the effects of the *Setd1a* variant on the constituents of the synaptosome and revealed subsets of proteins disrupted at each timepoint.

Transcriptomic data from *Setd1a*^+/−^ mouse cortex showed evidence of disruption to respiratory chain complex I, mitochondrial assembly proteins and mitochondrial translation. Disruption by *Setd1a* haploinsufficiency of mitochondrial and metabolic functions characterized by a downregulation of associated nuclear transcripts is consistent with previous studies in human neuroblastoma (28). Altered metabolism following *Setd1a* deletion was also observed in hematopoietic stem cells (10). Similarly, loss of other SET domain-containing proteins, including the Set1 ortholog, *Setd1b* and *Setd5*, induced downregulation of mitochondrial and metabolic pathways (31,32), together supporting a role of chromatin modifications by this protein family in regulating mitochondrial function. While further work is needed to establish the nature of this relationship, we report that promoter regions targeted by Setd1a (14) are enriched in genes with functional annotations related to mitochondria, thereby providing evidence of a direct causal relationship.

Oxidative phosphorylation in mitochondria supplies the high metabolic demand of synaptic activity in neurons, and it has been suggested that mitochondrial dysfunction could cause progressive developmental synaptic pathology in schizophrenia (33–37). Fast-spiking parvalbumin interneurons, which have been recurrently implicated in schizophrenia, contain high densities of mitochondria, are highly susceptible to oxidative stress, and may be particularly vulnerable to metabolic disruption (38–40). Mitochondrial dysfunction in schizophrenia is supported by a range of studies presenting transcriptomic, proteomic and metabolomic evidence of reduced mitochondrial activity, predominantly relating to components of respiratory complex I, in post-mortem brain, peripheral tissues and induced pluripotent stem cells from patients (41–49). Genetic studies show some evidence of a burden of patient copy number variants (CNVs) in mitochondrial genes (50), yet the largest schizophrenia GWAS to date reported no enrichment for common genetic association in mitochondrial pathways (5). Consistent with this, we observed no enrichment in differentially expressed mitochondrial genes for schizophrenia association conferred by common variants or *de novo* rare non-synonymous variants. Hence, through quantifying the biological effects of a highly penetrant schizophrenia risk variant, our study informs potential functional pathways of risk that are not illuminated by primary genetic studies alone.

From previous work, it has been suggested that Setd1a has additional roles in synaptic function and development, and its LoF leads to deficits in working memory (14,15). However, unlike these previous studies, we observed no enrichment of neuron-specific functional annotations among DEGs in mutant samples. After restricting our transcriptomic analysis to genes encoding proteins detected in the synaptosome, we found that downregulated transcripts remained enriched for mitochondrial function. Through proteomic analysis, we observed multiple downregulated mitochondrial proteins, principally at E18, coinciding with a critical period of neuronal maturation and synaptogenesis (51). This paralleled a delay in the developmental upregulation of presynaptic neurotransmitter release protein Syt2, suggesting abnormal synaptic maturation in *Setd1a*^+/−^ cortical samples. However, whether the effects on Syt2 and other (non-mitochondrial) synaptic proteins were primary or secondary to *Setd1a* or mitochondrial dysfunction is undetermined.

Despite the apparent disruption to mitochondrial pathways in the synaptosome, we found evidence that *Setd1a* haploinsufficiency impacted synaptic and non-synaptic mitochondria. Therefore, any metabolic consequences of the mutation may be equally likely to influence non-neuronal cell types and other cellular compartments not examined in this study. Poor overall correlation between differential protein expression in the synaptosome and tissue-wide differential gene expression also suggests that many of the transcriptomic effects of the *Setd1a* variant influence non-synaptic compartments. However, owing to the high metabolic demands of neurotransmission, synaptic systems may be more sensitive to small changes in mitochondrial activity than other cellular processes (52). Future work using tissue- or cell-specific omics may seek to further characterize cortical metabolic abnormalities caused by *Setd1a* LoF.

DEGs observed here in genotype contrasts exhibited poor overlap with those derived from a previous transcriptomic study of adult *Setd1a*^+/−^ mouse prefrontal cortex (14), which in turn were inconsistent with a third transcriptomic study of *Set1a* haploinsufficiency (15), together with the biological pathways annotated to them. While we extended the investigation to multiple developmental stages, we found no significant effect of age on the differential expression signature. Critically, each of these three studies were performed using different mouse models, and while each resulted in the reduction of Setd1a protein in frontal brain regions by approximately 50% and the induction of schizophrenia-related behavioral phenotypes (14,15,27), their effects on particular isoforms or compensatory mechanisms may have differed. Further differences in tissue extraction and library preparation methods could also contribute.

To conclude, our results give evidence of disruption to nuclear-encoded mitochondrial pathways in cortical tissue throughout brain development caused by modeling a *SETD1A* LoF allele that confers substantial risk to schizophrenia. Our findings therefore support the premise of mitochondrial perturbation in psychiatric pathology and expose biological consequences of genetic risk that are not themselves predicted by genetic association studies. We further highlight a subset of synaptic proteins that may be key to understanding neural dysfunction induced by this variant.

## Materials and Methods

### Subjects and tissue preparation

Mice carrying a heterozygous *Setd1a*^tm1d^ LoF allele, with mixed C57BL/6NTac and C57BL/6 J background, were generated using a knockout-first design and genotyped as described previously (27). Heterozygous males were paired with wild-type females to generate male experimental subjects at embryonic day 14.5 (E14.5), E18.5, postnatal day 7 (P7), P35 and P70 (*N* = 5 per genotype per timepoint). Timed matings, determined by plug checks, were used for embryonic timepoints. For P35 and P70 timepoints, offspring were weaned at P28 and housed in single-sex groups. All animals were provided with environmental enrichment, food and water *ad libitum* and maintained at 21°C and 50% humidity with a 12-h light–dark cycle. All procedures were conducted in accordance with the United Kingdom Animals (Scientific Procedures) Act 1986 (PPL 30/3375).

At embryonic timepoints, pregnant dams were killed and frontal brain regions immediately dissected from embryos. At postnatal timepoints, littermates were killed and frontal cortex dissected. Brain tissue was snap frozen before storage at −80°C until processing. Bilateral frontal cortices were homogenized using a Dounce homogenizer in Synaptic Protein Extraction Reagent (SynPER, Thermofisher). A fraction of the homogenized sample was taken forward for RNA extraction and the remaining used for synaptosome extraction.

### Synaptosome isolation

Synaptosomes were isolated from homogenized cortical tissue using the SynPER protocol, as per the manufacturer’s instructions. Briefly, following homogenization, samples were centrifuged at 1200 g for 10 min (4°C) and the pellet discarded. The supernatant was centrifuged again at 15 000 g for 20 min (4°C) to generate the synaptosome pellet. We resuspended the pellet in 2% SDS, 50 mm Tris pH 7.4 and heated at 70°C for 15 min to extract the protein. Samples were clarified by centrifugation at 20 000 g for 10 min.

### Transcriptomics

RNA was extracted using an AllPrep DNA/RNA micro kit (QIAGEN) before quantitation and checks for integrity, degradation and contamination. Samples with <0.5 μg total RNA were replaced. Library preparation and sequencing were performed by Novogene. cDNA libraries with 250–300 bp inserts were prepared using poly-A capture. A single batch of Illumina high-throughput sequencing was performed at 12Gb read depth per sample with 150 bp paired-end reads (~40 million paired-end reads).

Raw sequencing reads were trimmed of adapters using Trimmomatic (53) and passed through FastQC quality control (54). Reads were aligned to the mouse genome (GRCm38) with STAR (55) and mapped to genes using featureCounts (56). Processed read counts were filtered for protein-coding genes. EdgeR (57) was used to determine and exclude unexpressed genes, and perform trimmed mean of M values (TMM) normalization (58). Expressed genes were defined as having at least 10 counts per million in at least five samples. Differential expression analyses were performed with limma (59). In primary analyses, we tested for genotype effects that varied by age by fitting an age }{}$\times$ genotype interaction, coding age as a five-level factor. In subsequent analysis, gene expression was regressed on genotype, covarying for age. False discovery rate (FDR) was corrected for using the Benjamini–Hochberg method.

Postmortem human prefrontal cortex *Setd1a* expression data across the lifespan was obtained from the BrainSeq Phase I database (http://eqtl.brainseq.org/phase1/) (60). Samples were filtered for individuals with no history of psychiatric condition. Raw gene counts were converted to reads per kilobase of transcript per million mapped reads (RPKM) and averaged across five developmental stages: late midfetal (17–23 post-conceptual weeks; *N* = 13), late fetal (24–37 post-conceptual weeks; *N* = 3), childhood (1–12 years; *N* = 16), adolescence (13–19 years; *N* = 47) and adulthood (20–85 years, *N* = 202).

### Quantitative mass spectrometry analysis

Fifty micrograms of were solubilized with 5% SDS, 100 mm tetraethylammonium bromide pH 8 and reduced using 10 mm Tris(2-carboxyethyl)phosphine with heating at 70°C for 15 min. Samples were alkylated with 20 mm Iodoacetamide for 30 min at 37°C. Protein was precipitated in solution, trapped and washed on S-trap micro spin columns (ProtiFi, LLC) according to the manufacturer’s instructions. Protein was digested using 5 μg trypsin sequence grade (Pierce) at 47°C for 1 h and 37°C for 1 h. Eluted peptides were dried in a vacuum concentrator and resuspended in 0.5% formic acid for LC-MS/MS analysis. Peptides were analyzed using nanoflow LC-MS/MS using an Orbitrap Elite (Thermo Fisher) hybrid mass spectrometer equipped with a nanospray source, coupled to an Ultimate RSLCnano LC System (Dionex). Peptides were desalted online using a nano trap column, 75 μm I.D.X 20 mm (Thermo Fisher) and then separated using a 120-min gradient from 5 to 35% buffer B (0.5% formic acid in 80% acetonitrile) on an EASY-Spray column, 50 cm × 50 μm ID, PepMap C18, 2 μm particles, 100 Å pore size (Thermo Fisher). The Orbitrap Elite was operated with a cycle of one MS (in the Orbitrap) acquired at a resolution of 120 000 at m/z 400, with the top 20 most abundant multiply charged (2+ and higher) ions in a given chromatographic window subjected to MS/MS fragmentation in the linear ion trap. A Fourier transform mass spectrometry (FTMS) target value of 1e6 and an ion trap MSn target value of 1e4 were used with the lock mass (445.120025) enabled. Maximum FTMS scan accumulation time of 500 ms and maximum ion trap MSn scan accumulation time of 100 ms were used. Dynamic exclusion was enabled with a repeat duration of 45 s with an exclusion list of 500 and an exclusion duration of 30 s. Raw mass spectrometry data were analyzed with MaxQuant version 1.6.10.43 (61). Data were searched against a mouse UniProt reference proteome (downloaded May 2020) using the following search parameters: digestion set to Trypsin/P, methionine oxidation and N-terminal protein acetylation as variable modifications, cysteine carbamidomethylation as a fixed modification, match between runs enabled with a match time window of 0.7 min and a 20-min alignment time window, LFQ was enabled with a minimum ratio count of two, minimum number of neighbors of three and an average number of neighbors of six. A protein FDR of 0.01 and a peptide FDR of 0.01 were used for identification level cut-offs based on a decoy database searching strategy. This protocol yielded synaptic proteomes with comparable composition to those observed previously in mice (30).

Protein groups were converted to single proteins by prioritizing those explaining the most data. These 5142 proteins were filtered to include only those detected in at least four of five samples from at least one experimental group, giving 3710 proteins for analysis. Raw LFQ intensity values were log converted and scaled by median intensity normalization. Missing values were imputed from a normal distribution (mean = μ−1.8; standard deviation = σ }{}$\times$ 0.3). Genotype contrasts were performed using limma (59). In primary analyses, all within-age genotype contrasts were tested in the same linear model to determine the mean effect of genotype across development for each protein. In interaction analyses, the difference in protein intensity between all pairs of consecutive time points was contrasted between wild-type and *Setd1a*^+/−^ samples, as described previously (62). For any significant interactions following correction for FDR (*P* < 0.05), the interaction terms from each pair of consecutive time points were extracted individually to identify specific periods when the protein is affected by genotype. In secondary analyses, genotype contrasts were performed at each age independently.

Data describing the relative abundance of proteins in synaptic versus non-synaptic mitochondria were acquired from a study of neuronal bioenergetic control in adult rat forebrain (29).

The localization of proteins to presynaptic or postsynaptic fractions of the synaptosome was predicted *in silico* using a previous report of synaptic protein enrichment or depletion in PSD compared with synaptosome preparations from mouse brain (30).

### Pathway analysis

Functional annotations of genes were compiled from the GO database (June 8, 2021), excluding gene annotations with evidence codes IEA (inferred from electronic annotation), NAS (non-traceable author statement) or RCA (inferred from reviewed computational analysis). GO terms annotated to <10 genes were excluded, leaving 8557 terms used in pathway analyses. Comparisons between gene or protein sets were made using the mouse Ensembl ID (63). Enrichment of gene sets derived from differential expression analysis for GO annotations, or other functionally defined gene sets, was determined by Fisher’s exact test, whereby all remaining tissue-expressed genes or proteins were used as the statistical background. Multiple testing was corrected for using the Bonferroni method.

Protein–protein interaction networks were compiled using GeneMANIA (64). Networks were filtered to include only physical interactions, and exclude interactions defined by co-expression, co-localization, shared domains or predictions.

### Mapping of Setd1a targets to genes

Data containing predicted Setd1a genomic binding sites were obtained from a recent study (14) of Setd1a targets in 6-week-old mouse prefrontal cortex using ChIP-seq. Setd1a peaks located at promoter or enhancer regions were mapped to genes using the mm10 mouse genome assembly. Peaks mapping to zero or multiple genes were excluded.

### Genetic association analysis

Recent schizophrenia case–control GWAS summary statistics were provided by the Psychiatric Genomics Consortium. The primary GWAS consisted of 69 369 cases and 94 015 controls of European or Asian descent (5). Single nucleotide polymorphisms (SNPs) with minor allele frequency >1% were annotated to genes using a 35 kb upstream/10 kb downstream window to allow for proximal regulatory regions. SNP association *P*-values were combined in MAGMA v1.08 (65) using the SNP-wise Mean model, controlling for linkage disequilibrium with the 1000 Genomes European reference panel (66). Gene set association analysis was performed using one-tailed competitive tests in MAGMA, conditioning on a background of tissue-expressed genes.

*De novo* coding variants observed in people diagnosed with schizophrenia were taken from published exome sequencing studies. In total, *de novo* variant data were derived from 3444 published schizophrenia-proband parent trios (67–76), as described previously (68,77,78). Gene set enrichment statistics were generated by a two-sample Poisson rate ratio test comparing the ratio of observed versus expected *de novo* variants in the gene set to a background set of genes. Expected numbers of variants were determined from per-gene mutation rates (79). The background set contained all tissue-expressed genes.

## Data availability

Transcriptomic data from RNA sequencing is available from the Gene Expression Omnibus with identifier GSE199428. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (80) partner repository with the dataset identifier PXD032742.

## Supplementary Material

Supplementary_Information_ddac105 Click here for additional data file.

Supplementary_Tables_ddac105 Click here for additional data file.

# Supplementary material for: Developmental disruption to the cortical transcriptome and synaptosome in a model of SETD1A loss-of-function
**Source:** Hum Mol Genet. 2022 May 9;31(18):3095–106. doi: 10.1093/hmg/ddac105
**Supplement:** Supplementary_Information_ddac105

## Developmental disruption to the cortical transcriptome and synaptosome in a model of *SETD1A* loss-of-function

## Supplementary Information

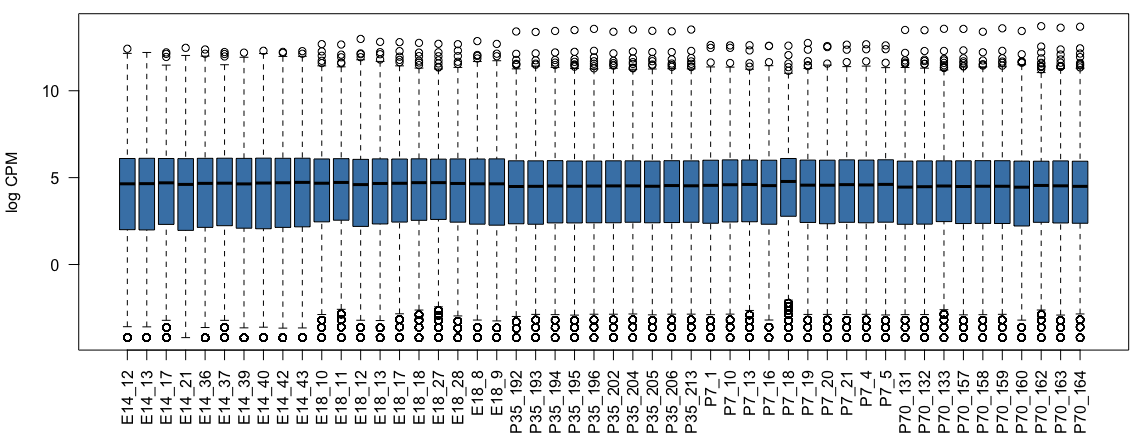

**Supplementary Figure S1** Read counts distribution following RNA sequencing of 50 cortical samples from wildtype mice and mice carrying a loss-of-function mutation in *Setd1a*, across five developmental stages. Data is presented in log_2_(counts per million).

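The distributions rest on raw fragment counts per gene, scaled to each library's total. Total counts had medians from 37804995 in wild-type libraries at P35 to 39605075 in wild-type libraries at E18. The lowest and highest totals belonged to wild-type replicate 1 at E14 and *Setd1a*+/- replicate 1 at P35.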

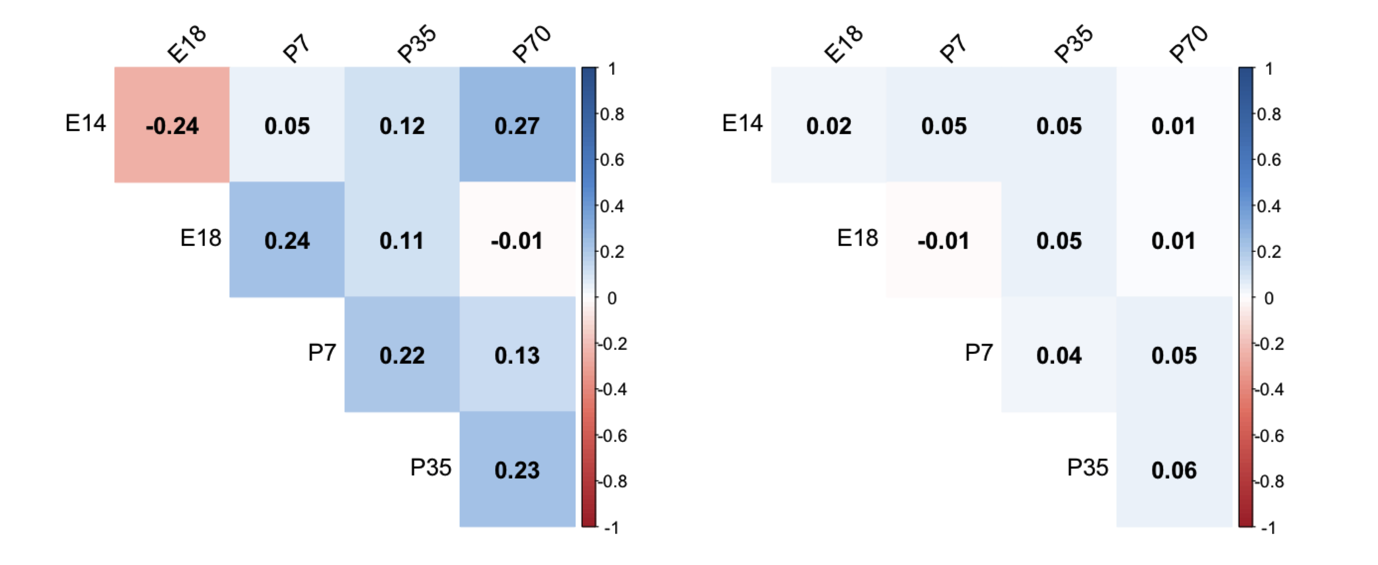

**Supplementary Figure S2** Comparisons of differential gene (left) or protein (right) expression across five developmental stages. Shown are pairwise Pearson correlation coefficients between the log fold change observed for each gene or protein in genotype contrasts at each stage. Colours indicate the strength and direction of the correlation.

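Each correlation compares the log2 fold changes of 16330 genes between a pair of ages, each estimated from 5 mice per genotype, so the mice of an age enter all 4 of its correlations. Pearson's r was 0.01 for E14 and P7, 0.06 for E14 and P35, 0.17 for E14 and P70, 0.22 for E18 and P7, 0.05 for E18 and P35, −0.05 for E18 and P70, 0.09 for P7 and P35, −0.00095 for P7 and P70 and 0.12 for P35 and P70. Standard errors from leaving out each library in turn ran from 0.0586 (E14 and P35) to 0.244 (E18 and P7). Regional marker scores as covariates, chosen after seeing the data, moved r to −0.05 for E18 and P7, while a minimum of 10 CPM moved it to 0.34 and Spearman's rho was 0.31. No p was computed for these correlations, since genes are not independent replicates.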

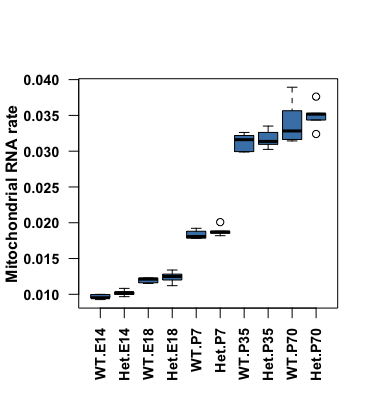

**Supplementary Figure S3** Comparison of the proportion of read counts aligned to the mitochondrial genome in cortical samples from wildtype and *Setd1a*^+/-^ mice at five stages of development. Wildtype (WT); Heterozygous (Het).

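The proportion is the sum of a library's counts on genes of the mitochondrial chromosome over its total count on all annotated genes, so reads on no gene do not enter it. Counting error was small beside the spread between mice. For wild-type replicate 1 at E14 the share was 0.944%, with a 95% Wilson interval of 0.941% to 0.948%, which covers counting error only.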

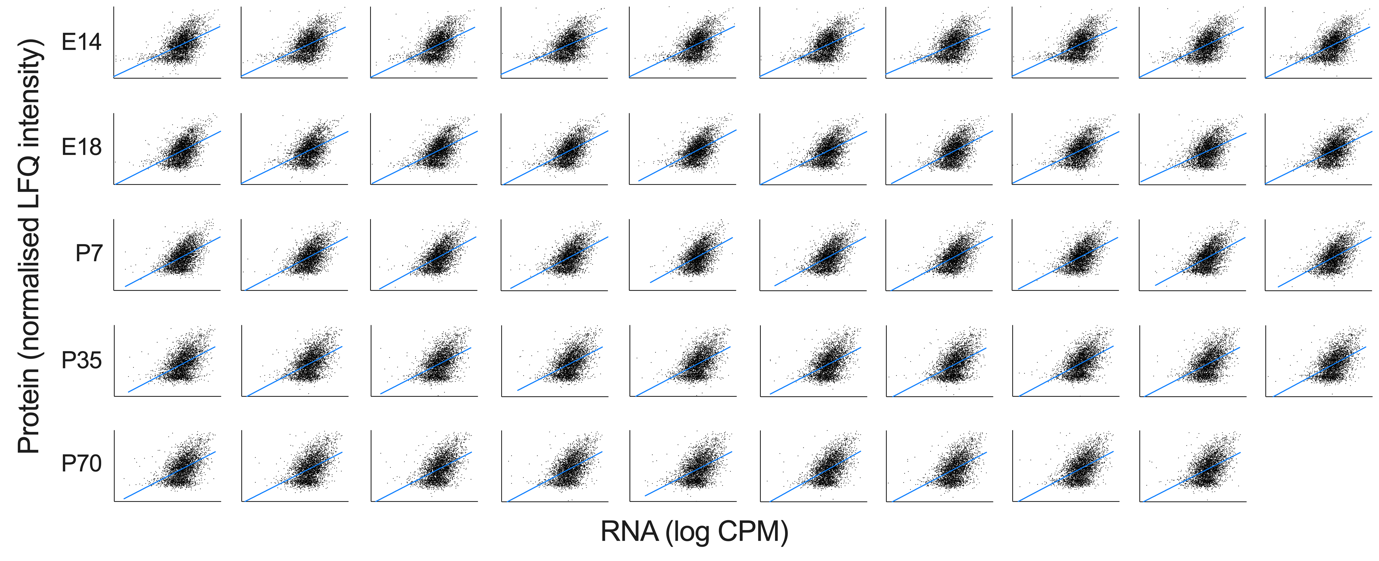

**Supplementary Figure S4** RNA-protein correlation of the synaptosome in 49 cortical samples. RNA sequencing of bulk tissue and mass spectrometry-based label-free quantitation of isolated synaptosomes was performed using tissue from frontal cortex of wildtype and *Setd1a*^+/-^ mice. One P70 sample processed for protein quantification was not subjected to RNAseq due to replacement during quality control. Median R^2^ = 0.24 ± 0.017.

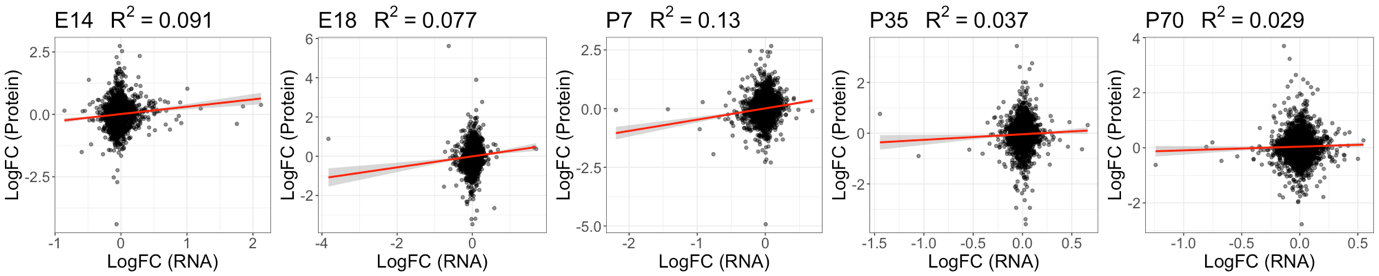

**Supplementary Figure S5** Comparisons of differential gene expression with differential protein expression at five developmental timepoints. Plotted are log fold changes for each synaptosomal gene and its corresponding protein following contrasts between cortical tissue from wildtype and *Setd1a*^+/-^ mice at each age. R^2^ values correspond to the Pearson correlation coefficient.

**Supplementary Figure S6** Schizophrenia genetic association of binned sets of proteins ranked by probability of differential expression in the synaptosome of frontal cortical tissue from *Setd1a*^+/-^ mice compared to wildtype controls. Each bin contains 50 genes. Shown is -log_10_(*P*-value) in one-tailed gene set enrichment analyses using common variants (left) or *de novo* rare variants (right).

**Supplementary Table S1** RNA sequencing sample metadata

How the deposited data were processed for this re-analysis (not part of the article)

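Messenger RNA from frontal cortex was measured by RNA sequencing in 50 libraries, 5 wild-type and 5 *Setd1a*+/- mice at each of E14, E18, P7, P35 and P70. The synaptosome proteome, the human expression data and the genetic association tests of the paper were not analysed here.

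The authors trimmed adapters with Trimmomatic, aligned reads to GRCm38 with STAR and counted fragments with featureCounts on exons of Ensembl genes, and the deposited values are raw counts in each library, with no normalization by the authors. A fragment over exons of several genes was counted for each of them, and no strand was used. The paper's filter on low counts and its TMM normalization are not in the deposited counts and were redone.

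Each library was assigned its age, genotype and replicate number from the sample labels, and RNA integrity numbers were taken from Table S1. Gene types, names and positions came from the GENCODE vM21 annotation of GRCm38, which holds 55141 of the 55487 genes in the files. Protein-coding genes were kept when they reached the equivalent of 10 counts at the median library size in at least 5 libraries (edgeR's filterByExpr), which left 16330 genes. The paper's methods state a minimum of 10 CPM in at least 5 samples, which keeps fewer genes than the paper reports testing, and it was run as an alternative.

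Counts were scaled by TMM and fitted with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) by the quasi-likelihood method. The genotype effect was estimated with age as a covariate, the interaction by a joint test of its 4 terms, and the effect at each age from a fit of the 10 groups. All p from edgeR were adjusted by the Benjamini-Hochberg method and genes with an adjusted p under 0.05 were called. Log2 CPM used a prior count of 2. Shares of counts were compared by permutation tests, exact at each age and with 100000 resamples within age across ages, and gene families by Fisher's exact test against all other tested genes. The genes named were fixed by a rule written before the data were examined, namely the 5 with the smallest adjusted p in each direction among those with the same sign at all 5 ages, and the genes the paper names. *Gpi1*, *Nudt18*, *Col11a2*, *mt-Nd5*, *mt-Nd6*, *Orai3* and *Gm49388* were named after their values were seen.

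Totals of 35507165 to 43907318 counts per library mean that counting error is small for genes with many counts, where the number of mice limits the precision of each effect, but not for genes near the filter. The models were tested on simulated data made from these libraries. With 200 genes changed at every age, the genotype test recovered 100% of those with a log2 fold change of 1 and 84% of those with 0.3, and called 5 unchanged genes. With 200 genes changed at E18 alone, the interaction test recovered 90% and 24% of them, and the test at E18 recovered 96% and 41%. The changed genes were drawn from those with an average log2 CPM over 1, so recovery of weaker genes was not measured. Counts were drawn independently, without shifts shared within a library. Smaller changes were not simulated, although the median log2 fold change of the called lower genes was −0.15.

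The alternatives set before the data were examined were limma-voom, limma-trend, DESeq2 1.42.0, DESeq2's size factors within edgeR, scaling by library size only, other filters on low counts, all annotated genes, RNA integrity as a covariate, a block for same-numbered replicates, gene length correction by loess (span 0.3), 2 surrogate variables (sva 3.50.0), a threshold of 0.01 on the adjusted p, and leaving out each library in turn. Chosen after seeing the data were covariates for 4 regional marker scores, a covariate for the 2 libraries with *Xist* counts, and a correction for GC content. Gene Ontology enrichment is not analysed here. Some results for single genes were left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.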

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

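The tests on *Xist*, on wild-type replicate 2 at P7, on the parts of *Setd1a*, on the genes near *Setd1a* and on the chromosome 2 cluster were chosen after the results were seen.

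Wild-type replicate 5 at E14 and wild-type replicate 2 at E18 held 60159 and 55644 counts of *Xist*, which the paper does not report on, against 1 to 27 in the other 48 libraries. The summed counts of *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*, which lie on chromosome Y, were 0 and 11 in these 2 libraries and 4711 to 9768 in the others. The paper states that the mice were male. If female tissue had been mixed into a male library, Y-linked counts would remain, but the higher of the 2 libraries' sums was 0.175% of the median of the other libraries of its age. A candidate explanation is that these 2 embryos were female or that the libraries were exchanged with libraries of female embryos, which these data cannot separate. With the 2 libraries marked by a shared covariate, 86.4% of the genes called by genotype were still called.

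Wild-type replicate 2 at P7 lay far from the other libraries of its group, with an SD of log2 deviations of 0.55 against 0.24 to 0.27 in the other wild-type libraries at P7. Its midbrain and hindbrain marker score, in log2 units centred within age, was 4.65, against −0.77 to −0.12 in the other 9 libraries at P7. Its choroid plexus score was 3.44 against −0.93 to −0.16, and its cerebral cortex score was −0.89 against 0.02 to 0.20. Its RNA integrity number of 9.7 and its total count of 39196641 lay within the range of the other libraries at P7, which goes against degraded RNA and against depth. Tissue from other brain regions in the dissection is a candidate explanation, and no biological explanation was tested. Of the 120 genes called at P7, 118 were lower in *Setd1a*+/- cortex, and leaving out this library left 7 called.

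*Setd1a* was higher in *Setd1a*+/- cortex, with a log2 fold change of 0.10, which the paper's text does not mention. On the part of the gene outside *Gm49388*, computed by taking the counts of *Gm49388* from those of *Setd1a* and adding those of *Hsd3b7*, whose exons *Gm49388* also covers, the log2 difference was 0.0104 (permutation p = 0.774). Without adding *Hsd3b7* it was 0.06 (permutation p = 0.326). At single ages the part outside *Gm49388* differed by 0.12 at E18 and 0.09 at P7, against 0.19 and 0.16 for the whole gene. It differed by −0.0015 at E14, −0.05 at P35 and −0.10 at P70, against 0.11, 0.08 and −0.03 for the whole gene. The part outside *Gm49388* thus lay above 0 at E18 and P7, near 0 at E14 and below 0 at P35 and P70. These differences at single ages were given no error and no test. At P7 the difference was 0.34 without adding *Hsd3b7*. The values therefore do not place the rise in one part of the gene. *Gm49388* had a log2 fold change of 0.12 (standard error 0.023, adjusted p = 0.000511). Since 100% of the exonic bases of *Gm49388* overlap other genes, these counts cannot tell a rise of *Setd1a* transcripts from one of *Gm49388* transcripts. Single exons of *Setd1a* were not analysed here.

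Near *Setd1a*, 12 of 113 tested genes within 2 Mb on either side were called (10.6%, against 4.43% of all tested genes), 10 lower and 2 higher. Of 14070 windows of as many neighbouring genes, 2.00% held as many called genes. The 12 include *Gm49388*, which is counted on the same fragments as *Setd1a* and *Hsd3b7*, and without it 11 of 112 were called, 10 lower and 1 higher, as many as in 2.97% of windows. The strongest was *Orai3*, whose end lies at 127775150, before the start of *Setd1a*, with a log2 fold change of −0.32 (standard error 0.055, adjusted p = 8.24e-05). The excess is consistent with an effect of DNA carried along with the targeted chromosome, and an effect of *Setd1a* loss on its neighbours cannot be told apart from it.

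A cluster of zinc finger genes on chromosome 2 (176670522 to 178078476) held 17 tested genes, of which 10 were called and all 10 were higher in *Setd1a*+/- cortex. The summed counts of all 17 had a log2 difference of 0.18 (permutation p = 1e-05, the smallest that 100000 resamples can give), and at 1 age each *Setd1a*+/- mouse lay above each wild-type mouse. Reads moved between these 17 paralogs would not raise this sum. The summed counts of the called genes had a log2 difference of 0.37 (permutation p = 1e-05), and at 3 ages each *Setd1a*+/- mouse lay above each wild-type mouse. The summed counts of the 7 genes not called had a log2 difference of 0.0626 (permutation p = 0.0154). A strain variant unlinked to *Setd1a* would have to follow genotype by chance, which the p of the sum over all 17 goes against. The separation at 3 ages does not test it, since the called genes were chosen for being higher, and the cluster itself was picked after its values were seen, so this explanation is made less probable but not excluded.

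Among 6934 tested genes that are not protein-coding in the annotation used, 109 were called when all annotated genes were tested, 90 lower and 19 higher. They include *Xist*, whose call rests on the 2 libraries above, and *Tmem250-ps*, which the paper lists in Table S3 although its methods keep protein-coding genes. No explanation specific to these genes was tested.

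Single libraries stood far from the others of their group in 9 of 140 groups examined, and 7 are expected by chance. Besides wild-type replicate 2 at P7, the total count of wild-type replicate 2 at P35 was 40208359, against 37652336 to 38157454 in the others, which scaling removes. The log2 CPM of *Foxred1* was 4.67 in *Setd1a*+/- replicate 2 at E14 (others 4.93 to 5.03) and 5.34 in wild-type replicate 5 at P35 (others 5.27 to 5.28). That of *D2hgdh* was 3.46 in *Setd1a*+/- replicate 3 at E14 (others 3.63 to 3.69). That of *Tmem223* was 5.20 in wild-type replicate 3 at E14 (others 5.57 to 5.71) and 4.03 in *Setd1a*+/- replicate 5 at P35 (others 4.48 to 4.64). That of *Nudt8* was 3.0998 in *Setd1a*+/- replicate 1 at E18 (others 3.59 to 3.69) and 2.62 in wild-type replicate 4 at P35 (others 2.82 to 2.89). No biological explanation was tested for these values.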

How the results depend on the processing

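Covariates for 4 regional marker scores, a covariate for the 2 libraries with *Xist* counts and the GC content corrections were chosen after seeing the data, and the other alternatives were set before the data were examined. The gene families were defined by symbols, and the alternative of taking them from annotated gene names was not run.

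The number of genes called by genotype, 723, stayed between 648 and 980 under the alternatives that kept the threshold, and was 406 at an adjusted p under 0.01. It ranged from 653 to 774 across the 50 fits that each left out one library. Lower genes outnumbered higher genes under each alternative test, scaling, filter and covariate, by 625 to 203 with DESeq2, the smallest share of lower genes. Of the genes called without it, RNA integrity as a covariate left 97.9% called and a minimum of 10 CPM in at least 5 libraries left 81.2%. The median log2 fold change of all genes moved by under 0.1 with each scaling. A block for same-numbered replicates gave 785 genes. The residual correlation between same-numbered libraries averaged 0.0798 over 25 pairs and −0.02 over other pairs, so these were treated as different animals.

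For interactions, the count of 0 became 21 with DESeq2, 3 with the replicate block and 1 with regional marker scores, and stayed at 0 with the 8 other alternatives. In the test reported, 1098 genes had an unadjusted p under 0.05. The number called ranged from 0 to 5 when single libraries were left out, with 5 without wild-type replicate 5 at E14, a library with *Xist* counts. With the 2 libraries with *Xist* counts marked by a covariate, it stayed at 0.

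Counts at single ages moved further. At E14 (21), they were 114 with DESeq2, 9 with a minimum of 10 CPM and 11 with all annotated genes, and 1 to 740 when single libraries were left out, with 740 without wild-type replicate 5 at E14. At E18 (18), they were 10 with limma-voom, 8 with limma-trend, 111 with DESeq2, 7 with a minimum of 10 CPM, 1 with RNA integrity as a covariate and 37 with the replicate block, and 7 to 150 when single libraries were left out. RNA integrity was lower in *Setd1a*+/- libraries at E18, so the covariate and the genotype overlap there. At P7 (120), they were 16 with limma-voom, 38 with limma-trend, 59 with a minimum of 10 CPM and 20 with the replicate block, and 7 to 211 when single libraries were left out. At P35 (0, with 550 at an unadjusted p under 0.05), they were 11 with DESeq2, 2 with DESeq2's size factors, 1 with a minimum of 10 CPM, 2 with all annotated genes and 3 with the replicate block, and 0 to 5 when single libraries were left out. At P70 (38), they were 79 with DESeq2, and 8 to 104 when single libraries were left out. With the 2 libraries with *Xist* counts marked by a covariate, the counts were 16 at E14 and 23 at E18. Apart from this covariate and wild-type replicate 2 at P7, the cause was not tested.

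The correlation between E14 and E18 stayed under 0, between −0.21 and −0.09 with the 6 other alternatives and at −0.40 with a minimum of 10 CPM, and between −0.24 and −0.04 when single libraries were left out.

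The odds ratio of mitochondrial genes among lower genes ranged from 3.04 to 3.98 under 7 alternatives and from 3.303 to 5.26 when single libraries were left out, with p at most 0.000457. For complex I it ranged from 3.87 to 6.198 (p at most 0.0495) and from 4.32 to 8.33. Among higher genes, 0 mitochondrial genes were found in each case. The 9 genes of Fig. 1F were lower at all 5 ages under each of 3 alternatives and each of the 50 fits. The genotype difference in the mitochondrial share ranged from 0.0473 to 0.0592 points under 3 alternatives (p from 0.0770 to 0.210, the lowest from swapping genotype within same-numbered pairs), and from 0.0436 to 0.0810 points when single libraries were left out (permutation p from 0.0155 to 0.265, under 0.05 in 1 of the 50).

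Of 43 genes followed, *Setd1a* and 38 others kept their direction and their side of the threshold throughout. *Ndufv1* had an adjusted p of 0.0541 and *Ndufa6* of 0.0518 with DESeq2's size factors, and *Ndufa6* of 0.0743 with the replicate block, within ranges of 0.0182 to 0.0541 and 0.0322 to 0.0743 over their 6 alternatives. When single libraries were left out, *Ndufv1* rose above 0.05 in 4 of 50 fits and *Ndufa6* in 28. *Sema4c* ranged from −0.0040 to 0.030 on the log2 scale and *Pura* from −0.0031 to 0.025, around their uncalled values, with a change of sign in 2 fits and in 1.

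Depth limited the genes with few counts. *Gm14419* averaged 0.521 CPM in wild-type cortex at P7 and had the largest standard error, 0.16, of the 10 genes named by the rule on adjusted p.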

Differences from the paper's values

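For the correlation of log2 fold changes between P7 and P35, the value was 0.0917 against the paper's value of about 0.22 in Fig. S2, read by eye. Of the alternatives set before the data were examined, limma-trend (0.18), a minimum of 10 CPM in at least 5 libraries (0.27) and Spearman's rho (0.25) closed the gap, and RNA integrity as a covariate (0.09) and DESeq2's size factors (0.09) did not.

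Between P7 and P70, the correlation was −0.00095 against the paper's value of about 0.13 in Fig. S2, read by eye. Of the alternatives set before the data were examined, limma-trend (0.12) and Spearman's rho (0.16) closed the gap. A minimum of 10 CPM (0.02) and RNA integrity as a covariate (0.02) gave the paper's sign but left most of the distance, and DESeq2's size factors (−0.00082) did not change the sign. Regional marker scores as covariates, chosen after seeing the values, gave 0.17 here, 0.10 between P7 and P35 and 0.12 between P35 and P70, so they closed the gap for this pair of ages and not for the other 2.

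Between P35 and P70, the correlation was 0.12 against the paper's value of about 0.23 in Fig. S2, read by eye. Of the alternatives set before the data were examined, limma-trend (0.20) closed the gap. A minimum of 10 CPM (0.31) and Spearman's rho (0.30) lay above the paper's value, nearer to it than 0.12 but with most of the distance left, and RNA integrity as a covariate (0.13) and DESeq2's size factors (0.12) stayed below it.

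The log2 fold change of *Tnni3k* was 1.06 against the paper's value of 0.75 in Table S3. Of the alternatives set before the data were examined, limma-trend (0.87) closed the gap, and limma-voom (1.04), DESeq2 (1.04), DESeq2's size factors (1.06), RNA integrity as a covariate (1.11) and the replicate block (1.05) did not.

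The log2 fold change of *Gm14419* was 0.89 against the paper's value of 0.72 in Table S3. Of the alternatives set before the data were examined, limma-trend (0.75) closed the gap, and limma-voom (0.89), DESeq2 (0.90), DESeq2's size factors (0.89), RNA integrity as a covariate (0.89) and the replicate block (0.88) did not.

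Of the 263 genes in the part of Table S3 that was read, 262 were tested and all 262 were called with the paper's sign, with a correlation of log2 fold changes of 0.995 across genes. The remaining gene, *Tmem250-ps*, is listed by the paper as differentially expressed and was not tested here, because the annotation used calls it a lincRNA. When all annotated genes were tested, an alternative set before the data were examined, it had a log2 fold change of −0.12 (adjusted p = 0.000680), against the paper's value of −0.12 (adjusted p = 0.000387).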

Other observations

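The tests of other divisions of the mice, of RNA integrity and of gene length were chosen before the results were seen, except the one that takes as many genes from each division, chosen after. Those of regional markers, GC content, *Xist* libraries and nuclear copies were chosen after seeing the data but before the result each of them measures.

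Other divisions of the mice were compared with the real one. Each compared division separated the 25 same-numbered pairs of libraries, as genotype does, and 50 such divisions were examined, the real one included. Only the real one gave as many as 723 genes, 1 of the 50, and the other 49 each gave 0. The divisions that did not separate all same-numbered pairs, 20 in number, also each gave 0. Since the other 49 call 0 genes, gene families among called genes could be matched only by the real division (1 of the 50 for mitochondrial genes among lower and among higher genes and for complex I genes among lower genes), so these counts cannot tell chance from genotype. When as many genes, those of smallest p, were taken from each division instead, as small a p in either direction came from 3 of the 50 for mitochondrial genes among lower genes, from 45 for mitochondrial genes among higher genes and from 2 for complex I genes among lower genes, the real one included each time. Of the 20 divisions that did not separate all same-numbered pairs, 2 gave a p in either direction as small as the real one's for mitochondrial genes among lower genes. For complex I genes among lower genes, 2 did. In these divisions the small p came from higher genes (Fisher's exact test, p = 1.26e-16 and 8.73e-19 for mitochondrial genes). Among lower genes, mitochondrial genes there had p of 0.0356 and 0.276 by the same test. By this test the excess of mitochondrial genes, at 3 of the 50, can therefore not be told apart from a chance division of the mice. That share lies just above 0.05, and 50 divisions resolve it only coarsely. As strong an excess of complex I genes, in either direction, came from fewer than 1 in 20 of the 50 matched divisions, though not of all 70, where it came from 4. The 9 genes of Fig. 1F had the same sign at all ages in 1 of the 50, the real one, but the paper chose them by their change between the genotypes, so this cannot tell chance from genotype either.

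As many genes with an unadjusted interaction p under 0.05, 1098, came from 5 of the 50 divisions, the real one included, with a median of 678 in the other 49. A correlation between E14 and E18 as far from 0 came from 16 of the 50. Neither the number of interactions nor this correlation can be told apart from a chance division of the mice.

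At a single age there are 16 divisions that separate all same-numbered pairs, so a share under 0.05 cannot be reached. As many called genes came from 8 of the 16 at E14, where the largest other count was 1560, from 2 at E18, from 1 at P7, from 16 at P35, where 0 genes were called so that each division matches, and from 1 at P70. For the 550 genes with an unadjusted p under 0.05 at P35 it was 1 of the 16. At P7 and P70 the real count was the largest of the 16, against at most 51 and 1 in the others. Among the 20 divisions that did not separate all same-numbered pairs, counts reached 100 at P7 and 660 at P70. Because 16 divisions are too few, this test cannot decide whether the counts at P7 and P70 differ from chance. Nor does it tell the counts at the other ages apart from chance.

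Technical explanations for the genotype result were tested by whether its genes stayed called. RNA integrity as a covariate left 97.9% of them called, gene length correction 93.5%, GC content correction 93.8% and regional marker scores as covariates 94.7%. With the libraries with *Xist* counts marked by a covariate, 86.4% stayed called. This covariate is shared by the 2 libraries, so it removes only what they have in common, and no fit left out both. None of these 5 corrections accounts for most of the result. The correlation between E14 and E18 was −0.0933 with regional marker scores and −0.144 with those libraries marked, against −0.17 without these covariates. DNA near *Setd1a*, where as many called genes as were found occur in 2.00% of windows, and strain variants elsewhere may account for some of the genes, so the result as a whole is not assigned to the loss of *Setd1a* alone.

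Of 13 tested mitochondrially encoded genes, 6 had a mean under 16 CPM, while the others had 715 CPM or more. Of the 6, 5 share at least 50% of their 50-base words with transcripts of nuclear genes, with a median of 99.2% of words shared, against 7.61% among the other 7 genes. A loss of reads shared with nuclear copies is a possible explanation. Among the 13 tested genes, the 6 low ones are neighbours on the mitochondrial chromosome, from 7013 to 10173. Of these, *mt-Atp8* shares 0% of its words. Only annotated transcripts of nuclear genes were searched, so a copy of *mt-Atp8* outside them is not excluded. *mt-Co1* (51.1%) and *mt-Nd4* (62.2%) share part of their words and are high. Without a search of the whole genome, the explanation is not settled.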
